A study of Mus musculus with 12 samples.

How the data were processed

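Reduced representation bisulfite sequencing (RRBS) was applied to DNA from the left ventricle of 12 FVB/N mouse offspring at 3 weeks of age, per the labels' protocols. In this assay the enzyme MspI cuts the genome at CCGG, short fragments are kept, and bisulfite turns unmethylated cytosines into uracil, so that the share of reads still showing a cytosine gives the methylation level of that cytosine. The libraries were sequenced on a NovaSeq instrument, per the labels. The authors deposited one table with 1 row per CpG position and 1 column per sample, and its values are percent methylation, per the file headers and the range of the values. The table was used as deposited. The aligner, the methylation caller, the genome build, the coverage minimum and the treatment of the strands are stated neither in the labels nor in the header.

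The table held 421177 sites. No site had values in fewer than 8 samples, and 312650 sites (74.2%) had a value in all 12. In 7060 places neighbouring rows lay 1 bp apart, so that both cytosines of a CpG were listed separately there. Read counts and coverage are not given beside the percentages, so the depth behind each value is unknown, no confidence interval could be attached to a single value, and the planned coverage minimum could not be applied. For the same reason the rates were tested in place of counts. At sites read few times a rate moves in large steps, and this noise enters the spread between samples in every test.

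Samples were grouped by the maternal diet and the sex given in the labels. All columns matched 1 sample each, and the number of unmatched columns was 0. For site tests, rates were turned into log2((rate + 0.05)/(1 − rate + 0.05)) with rates as fractions, and fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3) with diet and sex as additive terms. Sites were tested when they were autosomal, had values in all 12 samples and had a mean rate of 5 to 95%, which left 157523. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all features tested, with a threshold of 0.05. The same test was run on the mean rate of non-overlapping 500 bp tiles with at least 3 sites. The contrasts within each sex and the diet-by-sex interaction came from a model with 1 mean per group over all 12 samples. Mean methylation per sample was compared with an exact permutation test, two-sided, with labels moved within the other factor only. These designs, the list of 20 imprinted genes, the alternatives (except where stated) and the naming rule were fixed before the data were examined. The naming rule took, of features past the threshold, the 5 with the largest absolute difference and, for diet, no overlap between the diets. Where no feature passed, the 3 with the smallest p-value were named, and of the imprinted list the 2 with the smallest p-value were named.

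Gene names came from an NCBI RefSeq gene table of the mouse assembly GRCm38.p6. Because the build of the deposited positions is not named, it was checked on the data. Of all sites, 38.1% lay within 1 kb of an end of a protein-coding gene in this table, against 4.76 to 6.14% after the genes were shifted by 50 to 500 kb in either direction. Positions are given as deposited, and none of the table's own coordinates is printed. The table has no strand, exons or introns. The planned tests of promoters were therefore run on windows of 1000 bp on each side of both ends of each gene, with at least 3 sites, where the plan had named only 5′ ends. Windows with the same sites were joined. The imprinted list was tested without a limit on the mean rate, and a limit of 5 to 95% was added as an alternative after the data had been seen.

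The tests were checked on simulated rates with the real means and spreads. Of 200 sites among 157523 shifted by 2 on the log2 ratio scale with diet, 107 (53.5%) were called, with 10 false calls. A shift of 1 at 200 sites gave 0 calls. Among 23791 tiles, a shift of 1 recovered 128 of 200 (64.0%) and a shift of 2 recovered 189 (94.5%). Among 4170 windows, a shift of 1 recovered 162 of 200. A shift of 2 at sites in females only recovered 41 of 200, in males only 0 and in the interaction 0, so the tests within males and of the interaction had little power at single sites. A female against male shift of 2 at sites recovered 111 of 200.

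Alternatives covered the offset in the ratio, untransformed rates, the limits on the mean rate, moderated variances with trend and robust fitting, a minimum difference of 10 percentage points, missing values, chromosomes, the sex term, a replicate block, tile and window sizes, and leaving out each sample in turn. Marker gene lists for endothelial cells, cardiomyocytes and fibroblasts were written after the sites and tiles had been seen, and genes already noticed among the top tiles were kept off the lists. The figures were drawn with matplotlib 3.10.9.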

Results

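The series measured CpG methylation by RRBS in the left ventricle of 12 mouse offspring at weaning, 3 weeks after birth. Their mothers had received a high-fat diet (HFD) or a regular diet (RD) from 6 weeks of age, with mating after 8 weeks of the diet, and the question was how maternal obesity affects the offspring heart. The HFD offspring were 3 females and 3 males, and the RD offspring were 4 females and 2 males. The number of mothers is not stated in the labels. Methylation values were present at 385299 sites in HFD male 4, the fewest, and at 417081 sites in HFD female 3, the most. The values were percentages without read counts, so the depth and the counting error of single values are unknown. Across the 306534 autosomal sites measured in all 12 samples, Pearson's r between samples was 0.973 to 0.986, a correlation across sites, which are not independent replicates. The median r was 0.980 within groups and 0.979 between groups. Library numbers in the labels ran from 2 to 8 for HFD and from 9 to 14 for RD, so library order and maternal diet cannot be told apart in any comparison of the diets.

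The sex labels were examined first, through the X chromosome, where the inactive copy of females carries CpG island methylation. Over 6045 X sites, mean methylation was 54.0% ± 0.845 (SD, n = 7) in females and 46.8% ± 0.228 (SD, n = 5) in males. The difference of 7.17 percentage points gave p = 0.00333 in an exact permutation test within diets (two-sided, 300 arrangements), the smallest p-value this design allows. The lowest female value was 53.0% and the highest male value was 46.9%. Restricting the comparison to X sites with a mean rate under 50% raised the difference to 16.4 points.

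Mean autosomal methylation was compared between the diets next. It was 37.9% ± 0.288 (SD, n = 6) in HFD and 38.1% ± 0.582 (SD, n = 6) in RD offspring. The difference of -0.132 points was smaller than the spread between samples (exact permutation test within sexes, two-sided, p = 0.566, 350 arrangements). Without RD female 1 the difference was 0.0413 points. The alternative that moved the difference most averaged every site with a value in a sample, where it was -0.974 points without passing (p = 0.0743, exact permutation test). The call changed under the restriction to 60636 sites with a mean rate of 20 to 80%, where HFD lay at 55.6% ± 0.289 and RD at 56.6% ± 0.663 (SD, n = 6 each). That difference of -0.938 points gave p = 0.00286 in the same exact permutation test, the smallest p-value possible. All 6 HFD values lay below all 6 RD values, by a narrow margin, the highest HFD value being 55.95% and the lowest RD value 55.997%.

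At single sites, 16 of 157523 differed between the diets at an adjusted p-value under 0.05 with limma, 13 lower and 3 higher in HFD. An unadjusted p-value under 0.05 was found at 10294 sites (6.53%), of which 56.0% were lower in HFD. The HFD and RD samples did not overlap at any of the 16 called sites. Chance separates 6 from 6 samples at 0.216% of unselected sites, but the called features were selected for small p-values, which favours separated groups, so their lack of overlap is not independent evidence. The called sites lay in 10 separate 500 bp tiles. Allowing missing values left 2 called sites, and untransformed rates gave 78, 75 lower and 3 higher. The number of calls also depended on single samples, since the 12 fits that each left out 1 sample called from 0 to 22 sites, and the fits without HFD female 2, HFD male 2, HFD male 3 or RD male 1 called 0. Except without RD female 2 (15 sites) or RD female 4 (22 sites), leaving out a sample left at most 7. Of the 5 called sites with the largest differences, 4 lay inside Impact on chromosome 18. At position 12973373, methylation was 46.3% ± 4.53 in HFD and 92.1% ± 6.47 in RD offspring (SD, n = 6 each; limma adjusted p = 0.0121). The sites at positions 12973219, 12973238 and 12973277 differed by -46.9, -44.9 and -44.3 points, with limma adjusted p-values of 0.0410, 0.0186 and 0.0298. At position 55294861 of chromosome 6, inside Mindy4, methylation was 33.0% ± 4.62 in HFD and 70.6% ± 7.99 in RD (limma adjusted p = 0.0319). Each of these 5 sites had an adjusted p-value above 0.05 in at least 4 of the 12 fits that left out 1 sample.

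Averaging neighbouring sites into 500 bp tiles gave 7 tiles of 23791 past the threshold with limma, all lower in HFD and none with overlapping samples. An unadjusted p-value under 0.05 was found at 1858 tiles (7.81%), and 9 of the 16 called sites lay in the called tiles. Among alternatives, 19 tiles were called when only tiles with a mean rate of 20 to 80% were tested. The fits without HFD female 4 or RD male 2 called 3 tiles, and those without HFD female 3 or RD female 4 called 11.

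The largest difference was in Impact. The tile at chromosome 18, 12973219 to 12973470, held 16 sites and had a methylation level of 39.9% ± 4.70 in HFD and 82.6% ± 5.99 in RD offspring (SD, n = 6 each; limma adjusted p = 0.000208). HFD samples ranged from 33.9 to 45.5% and RD samples from 74.7 to 90.3%. Its adjusted p-value was 0.000386 to 0.00205 over the 12 fits that left out 1 sample.

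**Figure D1:**
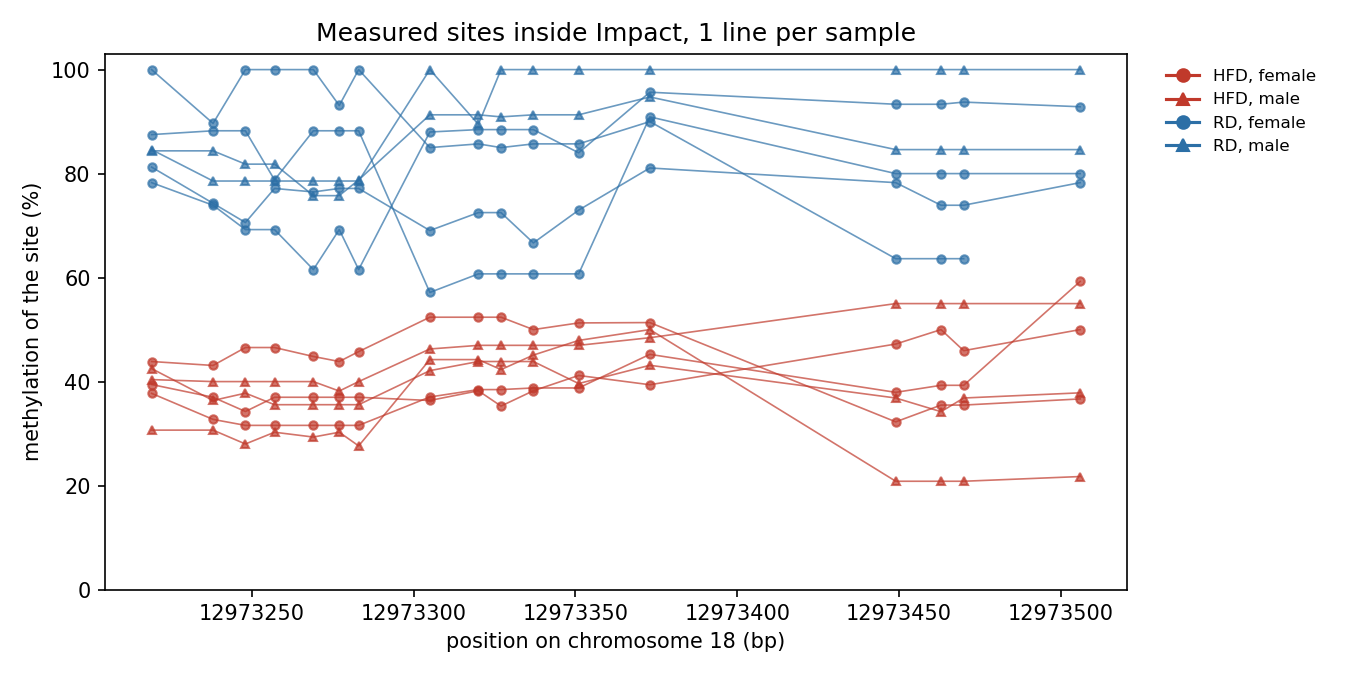
Methylation (%, vertical axis) of each measured site inside Impact against its position on chromosome 18 (bp, horizontal axis), with 1 line per sample, HFD in red, RD in blue, circles for females and triangles for males. At position 12973373 the HFD samples lie between 39.4 and 51.4% and the RD samples between 81.1 and 100%.

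The tile at chromosome 6, 72277097 to 72277164, lies in no annotated gene and is nearest to Gm30782. Its 4 sites averaged 38.3% ± 5.97 in HFD and 67.8% ± 5.80 in RD (limma adjusted p = 0.00454, and at most 0.0336 when any 1 sample was left out). In Mindy4, the 7 sites at chromosome 6, 55294855 to 55294925, averaged 26.5% ± 4.52 in HFD and 53.7% ± 6.28 in RD (limma adjusted p = 0.0115, but 0.0599 without HFD female 4 and 0.0578 without RD male 2). In Prorp, the 5 sites at chromosome 12, 55321706 to 55321747, averaged 41.5% ± 8.08 in HFD and 67.0% ± 5.93 in RD (limma adjusted p = 0.0328, above 0.05 in 9 of the 12 fits that left out 1 sample). The 6 sites at chromosome 15, 72809880 to 72809945, lie in Peg13, which the annotation places within Trappc9. They averaged 46.4% ± 4.26 in HFD and 69.1% ± 4.81 in RD (limma adjusted p = 0.0179, above 0.05 in 6 of those fits).

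**Figure D2:**
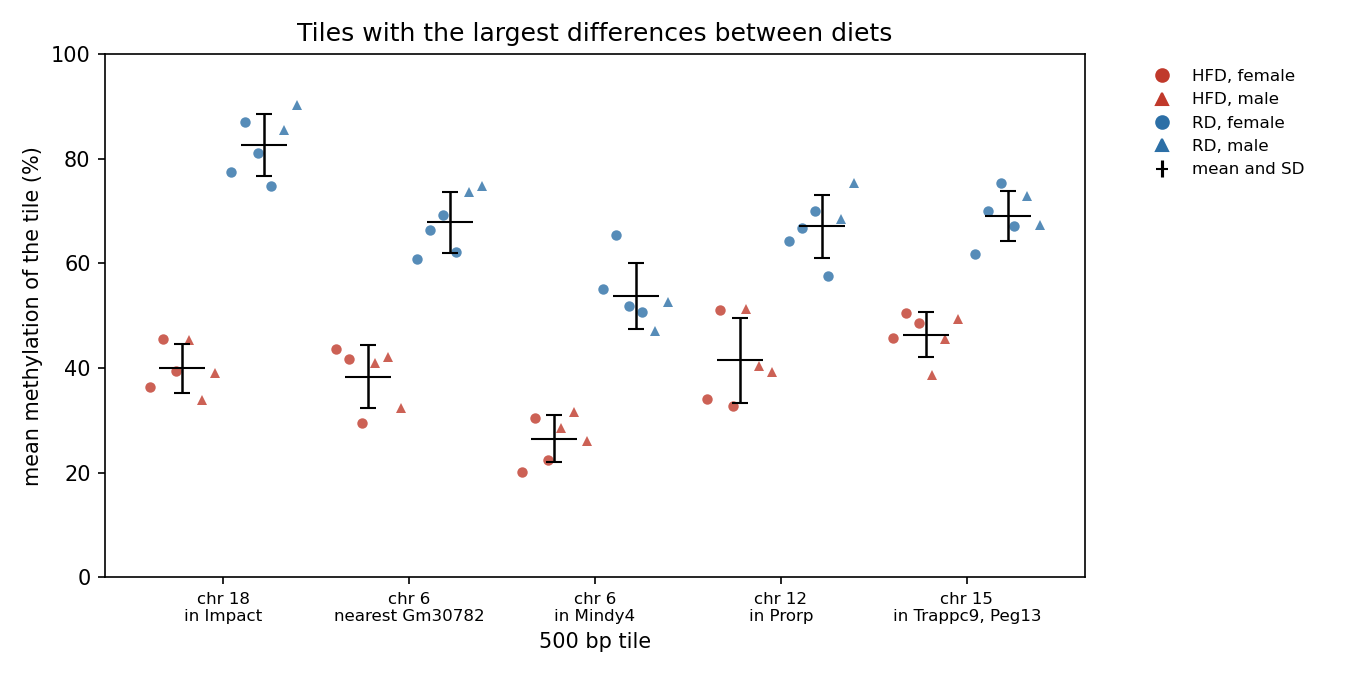
Mean methylation (%, vertical axis) of the 5 named 500 bp tiles (horizontal axis, with chromosome and gene) in each sample, HFD in red, RD in blue, circles for females and triangles for males, with bars for the mean and SD of 6 samples. In every tile shown all HFD samples lie below all RD samples.

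Windows at gene ends gave a summary by gene. Of 4170 windows tested with limma, 5 passed the threshold, all lower in HFD and without overlap, and 330 (7.91%) had an unadjusted p-value under 0.05. The window of Peg13 at chromosome 15, 72809880 to 72810097, fell from 81.6% ± 2.22 in RD to 59.6% ± 4.25 in HFD (SD, n = 6 each; limma adjusted p = 0.00105). The window shared by Zrsr1 and Commd1 at chromosome 11, 22971999 to 22972993, averaged 59.1% ± 3.04 in HFD and 73.9% ± 2.39 in RD (limma adjusted p = 0.0120). In Esam, at chromosome 9, 37528142 to 37528206, the levels were 19.5% ± 3.82 and 35.0% ± 3.61 (limma adjusted p = 0.0300). The remaining 2 windows were in Gm13816 on chromosome 2, 92742141 to 92742481, with a difference of -11.5 points (limma adjusted p = 0.0300), and in Nfkbil1 on chromosome 17, 35220728 to 35220965, with a difference of -9.23 points (limma adjusted p = 0.0346). The fits without HFD female 4 or RD male 2 called 1 window. The window of Peg13 stayed past the threshold in all 12 fits that left out 1 sample, with adjusted p-values up to 0.00804, whereas those of Esam, Gm13816 and Nfkbil1 had adjusted p-values above 0.05 in 9, 9 and 11 of them.

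A list of 20 imprinted genes, whose methylation normally differs between the maternal and paternal copies, was examined separately. The list had windows for 13 genes, 14 windows in all, and 10 of the 14 were lower in HFD, with a median difference of -5.09 points. With limma, 6 windows passed the threshold when adjusted over the list alone, all of them lower in HFD, and 2 passed when adjusted over all windows tested. The smallest p-values were those of Peg13 and Zrsr1, with limma p-values adjusted over the list alone of 2.61e-06 and 2.56e-05. The other called windows were those of Plagl1, Peg10, Igf2r and Kcnq1ot1, which are named although they lie outside the naming rule. Their levels in HFD against RD were 51.8% ± 3.94 against 67.2% ± 5.44, 56.9% ± 5.59 against 69.5% ± 5.31, 58.4% ± 4.34 against 67.4% ± 4.89 and 31.8% ± 6.60 against 43.0% ± 8.95 (SD, n = 6 each). The HFD and RD samples did not overlap in 4 of the 6 called windows and overlapped in those of Igf2r and Kcnq1ot1. Leaving out 1 sample at a time gave 5 to 8 windows.

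**Figure D3:**
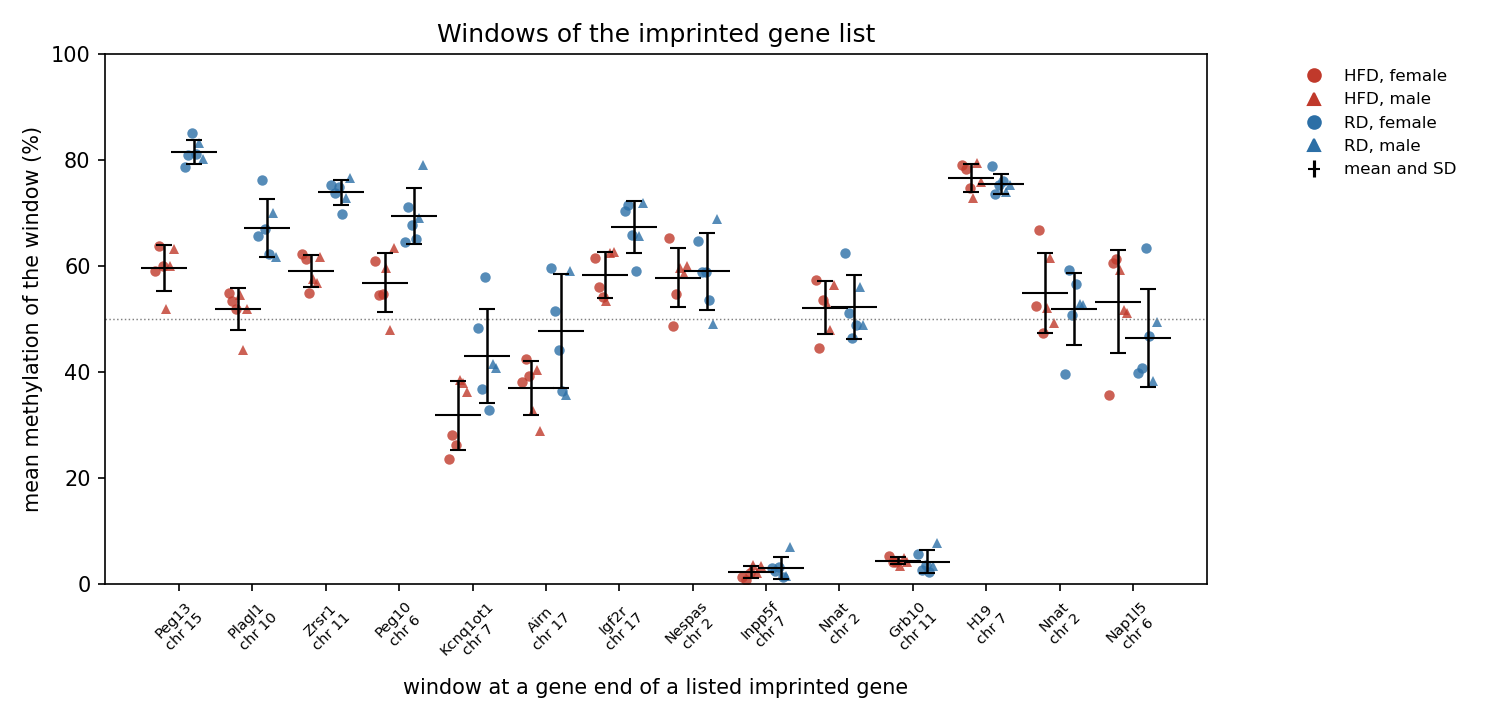
Mean methylation (%, vertical axis) of the 14 windows at ends of listed imprinted genes (horizontal axis, ordered by the difference between diets), with 1 point per sample, HFD in red, RD in blue, circles for females and triangles for males, and bars for the mean and SD of 6 samples. The dotted line marks 50%, and the samples of the diets separate at Peg13, Plagl1, Zrsr1 and Peg10.

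The diet comparison was then made within each sex. In females (3 HFD and 4 RD), 0 of 157523 sites passed the threshold with limma, and 8526 (5.41%) had an unadjusted p-value under 0.05. The smallest p-value was at the Mindy4 site at position 55294861 of chromosome 6, with 29.4% ± 2.49 (SD, n = 3) in HFD and 75.0% ± 4.12 (SD, n = 4) in RD females (limma adjusted p = 0.0927, not past the threshold). Next came position 14821313 of chromosome 7, nearest to Obox4-ps5, and the Impact site at position 12973373, both with a limma adjusted p of 0.303. With an offset of 0.01 in the log2 ratio, 8 sites passed in females, 2 higher and 6 lower in HFD, and without a limit on the mean rate 22 did, 14 higher and 8 lower. In males (3 HFD and 2 RD), 0 sites passed with limma and 9527 (6.05%) had an unadjusted p-value under 0.05. The smallest p-value was at the Impact site at position 12973373, with 47.2% ± 3.60 (SD, n = 3) in HFD and 97.4% ± 3.72 (SD, n = 2) in RD males (limma adjusted p = 0.247). Position 148753242 of chromosome 4, nearest to Gm32897, and the Impact site at position 12973351 followed, both with a limma adjusted p of 0.446. Without a limit on the mean rate, 140 sites passed in males, 62 higher and 78 lower.

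The difference between the sexes in the diet effect was tested as an interaction. No site passed (0 of 157523, limma), with an unadjusted p-value under 0.05 at 8043 sites (5.11%). The smallest p-values were at position 20148715 of chromosome 10, nearest to Map7, position 123082635 of chromosome 4, in Gm12923 and Gm46868, and position 122407075 of chromosome 14, in Gm5089, each with a limma adjusted p of 0.957. Without a limit on the mean rate 35 sites passed, 10 with a positive and 25 with a negative interaction.

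Females and males were compared at autosomal sites with the same model. Of 157523 sites, 0 passed with limma and 8344 (5.30%) had an unadjusted p-value under 0.05. The site with the smallest p-value, at position 99772261 of chromosome 1 in Cntnap5b and Gm51641, had 0.571% ± 1.51 (SD, n = 7) in females and 17.5% ± 6.17 (SD, n = 5) in males (limma adjusted p = 0.0733). Position 4476430 of chromosome 12, in Ncoa1, differed by -16.1 points and position 7724644 of chromosome 6, in Gm46950, by 38 points, both with a limma adjusted p of 0.106. When the X and Y chromosomes were tested along with the autosomes, 2121 sites passed, 1945 higher and 176 lower in females. Of these, 1982 were on X, 1 on Y and 138 on autosomes. The 3 named autosomal sites passed there, with limma adjusted p-values of 9.95e-05, 0.00028 and 0.000339. The adjustment was made over all chromosomes together, so the many X calls lowered the adjusted p-values of autosomal sites. The autosomal passes are therefore not separate evidence of differences on autosomes, where 0 sites passed when tested alone.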

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

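The tests in this part were chosen after the values had been seen. A sample was picked out when its gap to the nearest other sample took up an unusually large part of its group's range (Dixon's 95% criterion). Of 117 groups of values examined, 10 were picked out, where chance gives about 5.85.

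HFD male 4 had 385299 sites with a value, while the other 5 HFD samples had 406225 to 417081. No explanation was tested for this lower number, the depth of the libraries being unknown, and no biological explanation was tested. Mean X methylation of RD male 1 was 46.4%, below the other 4 males at 46.8 to 46.9%. This gap is small beside the 6.06 points between the lowest female and the highest male, a value that a mislabelled sex forbids.

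At the named sites and windows, RD samples were picked out 7 times. RD female 2 had 81.2% at the Mindy4 site at position 55294861 of chromosome 6 against 72.5 to 73.8% in the other RD females. RD male 2 had 34.5% in the Nfkbil1 window at chromosome 17, 35220728 to 35220965, against 23.6 to 27.1% in the other RD samples, and 93.3% at position 14821313 of chromosome 7, where the others had 100%. It also had 30% at position 122407075 of chromosome 14 against 0 to 11.1%, and 7.03% in the Inpp5f window at chromosome 7, 128610989 to 128612071, against 1.33 to 3.18%. RD female 1 had 74.2% at position 148753242 of chromosome 4 against 89.3 to 92.3% in the other RD females, and 4% at position 99772261 of chromosome 1 where they had 0. In HFD, male 3 had 44.3% in the Plagl1 window at chromosome 10, 13090623 to 13090814, against 51.8 to 55.0%. The single sites were themselves named for small p-values, which favours groups with little spread, so that a small departure in 1 sample stands out. No technical or biological explanation was tested for the individual values, and counting noise at unknown depth remains open.

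The table lists 99 sites on the Y chromosome, which no comparison of the report used except that over all chromosomes, and 81 of them had a value in each of the 7 females. Their mean rates were 74.2% in females and 74.8% in males. Site by site, female and male means differed by a median of 2.18 points, with r = 0.974 across the 99 sites, which are not independent replicates. This close match is what reads from sequence copies on other chromosomes would give, and such copies are a candidate explanation. A filter on missing values could also have shaped the list, since no site had values in fewer than 8 samples while the series holds 5 males, so that sites measured only in males would have been left out. Mislabelled females are argued against by the gap of 6.06 points in mean X methylation. No biological explanation was tested.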

How the results depend on the processing

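The alternatives were planned, except the limit on the mean rate of imprinted windows and every alternative for tiles within or between the sexes, which were chosen after seeing the data. The coverage minimum of 20 reads in place of 10 was not run because the table gives no coverage.

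The number of called sites changed with the processing. Against 16 sites called between the diets, 78 were called on untransformed rates (75 lower), 39 without a limit on the mean rate (20 lower), 54 at mean rates of 20 to 80% (53 lower), 31 with trend and robust variances (30 lower), 27 without the sex term (23 lower) and 2 when missing values were allowed. Of the 16 sites, 13 were among the 78, 14 among the 39 and 9 among the 54. The site counts with a limit of 20 to 80% and with no limit were adjusted over 60636 and 306534 sites in place of 157523. Adjusting over more sites does not by itself explain the larger count without a limit, and the cause of that rise was not tested. Nor was the cause tested for the others. An offset of 0.01, a minimum difference of 10 points and all chromosomes kept the count within 1.5 times. The sites themselves changed with the offset of 0.01, where 9 of the 16 were among the 11 called. Of the named sites, 12973219, 12973373, 12973277 and 55294861 then had limma adjusted p-values of 0.366, 0.0757, 0.0875 and 0.0757. The site at 12973238 stayed past the threshold (limma adjusted p = 0.0333). For tiles, where the main count was 7, the counts were 17 on untransformed rates, 19 at mean rates of 20 to 80%, 13 without the sex term and 16 with at least 5 sites per tile, the fit at 5 sites testing 9219 tiles in place of 23791. Windows of 500 bp called 3 in place of 5, with 2587 windows tested. At each of the 10 other settings for tiles and 9 for windows, more features were lower than higher in HFD.

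Within females, 8 sites passed with an offset of 0.01, 6 on untransformed rates, 22 without a limit on the mean rate (14 higher and 8 lower in HFD), 1 at mean rates of 20 to 80%, 1 with trend and robust variances and 2 over all chromosomes, against 0 in the main setting. Within males, 140 sites passed without a limit on the mean rate and 1 at mean rates of 20 to 80%, against 0. For the interaction, 35 passed without a limit, against 0. Between the sexes, 2121 sites passed over all chromosomes (1982 on X, 1 on Y and 138 on autosomes), against 0 when autosomes were tested alone. Of the 2 sites called in females over all chromosomes, 1 was on X and 1 was the autosomal Mindy4 site (limma adjusted p = 0.0469). For tiles between the sexes, 0 passed with an offset of 0.01 and 1 on untransformed rates, against 4. Between the sexes, the adjustment over all chromosomes pooled autosomal sites with the many X calls, which lowered the adjusted p-values of autosomal sites. The cause was not tested for the other counts.

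Mean autosomal methylation differed by -0.938 points (p = 0.00286, exact permutation test) at mean rates of 20 to 80%, against -0.132 over all sites. Over every site with a value the difference was -0.974 (p = 0.0743, exact permutation test). For the imprinted list, 5 windows passed at 500 bp, 6 on untransformed rates and 6 with the limit of 5 to 95%, against 6.

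Leaving out each sample in turn gave 0 to 22 called sites, 3 to 11 tiles, 1 to 6 windows and 5 to 8 imprinted windows between the diets. Site counts fell to 0 without HFD female 2, HFD male 2, HFD male 3 or RD male 1, and reached 22 without RD female 4. Without any other sample except RD female 2 (15) they were at most 7. Tile counts fell to 3 without HFD female 4 or RD male 2 and reached 11 without HFD female 3 or RD female 4. Window counts fell to 1 without HFD female 4 or RD male 2 and to 2 or 3 without any other sample except RD female 4 (6). The count was 0 to 0 in females, 0 to 0 in males, 0 to 0 for the interaction and 0 to 1 between the sexes, where 1 site passed without HFD male 2. Tiles gave 0 to 4 in females, with 0 without HFD female 2, HFD female 4, RD female 1 or RD female 3. They gave 0 to 2 in males, with 0 without HFD male 3 or HFD male 4, and 2 without HFD female 4. For the interaction they gave 0 to 0, and between the sexes 0 to 5, with 0 without either RD male. The mean autosomal difference ranged from -0.237 to 0.0413 points and changed sign without RD female 1 (0.0413, p = 0.995, exact permutation test). The X difference ranged from 6.95 to 7.33 points. For males and the interaction, the fits without an RD male were not run, as they leave 1 sample.

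The replicate numbers in the labels occur in several groups. Same-numbered samples did not deviate together across sites, with r from -0.0868 to 0.0203 over 13 pairs. Differently numbered pairs were not compared, and noise at single sites lowers r, so a shared mother or litter is not excluded. With the number as a replicate block, the counts were 0 sites, 3 tiles, 2 windows and 4 imprinted windows between the diets, 0 sites in each sex, for the interaction and between the sexes, and 0 tiles in females, in males and between the sexes.

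None of the named features changed direction under any setting run. Those past the threshold fell below it in 24 of 143 other settings and in 89 of 204 fits without 1 sample. Those not past it rose above it in 12 of 107 and 1 of 132. The Impact tile, the tile nearest Gm30782 and the window of Peg13 passed in every setting run for them. Their adjusted p-values with limma ranged from 8.99e-05 to 0.0087, from 0.00178 to 0.0194 and from 0.000174 to 0.0172 over the other settings. Without depth, it cannot be said which sites with a large spread were read few times.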

Other observations

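The tests in this part were chosen after the results had been seen, except the counts over other splits of the samples, the marker gene lists, the mean at intermediate sites without imprinted genes, and the count of tiles at the median fall of the imprinted windows, which were set before their values were known.

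Splitting the 12 samples in other ways gave fewer diet calls. Of 100 splits of 6 against 6 drawn from 462, 1 gave as many as 16 sites, the real one, and the largest other count was 2. The real split was also the 1 of 100 with as many as 7 tiles, where the largest other count was 1, with as many as 5 windows, where it was 3, and with as many as 6 imprinted windows, where it was 5. For the counts of 0 sites in females and between the sexes, such a comparison decides nothing, since each of the 35 and of the 100 splits reaches 0. Of the 35 splits of the females, 1 called as many as 5 sites.

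Tiles tested within and between the sexes were added after seeing the data. Of 23791 tiles, 3 passed with limma in females and 1 in males, all lower in HFD, and 0 passed for the interaction, where 1210 had an unadjusted p-value under 0.05. In females, 1 of the 35 splits gave as many tiles, the real one. Between the sexes 4 tiles passed, 1 higher and 3 lower in females, and 1 of 100 splits gave as many. With 2 RD males the males were not split.

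Lower methylation in HFD at imprinted windows was the pattern that stood out. In 5 of the 6 called windows the HFD mean lay closer to 50%, the level of 1 methylated copy, than the RD mean. The exception was Kcnq1ot1. Outside the called windows some falls also led away from that level. The Airn window lay at 47.7% in RD and 37.0% in HFD, and the intermediate sites of Snrpn at 50.8% and 41.3%. The sites of Impact, a listed gene without a window, lay at 82.6% in RD and 39.9% in HFD, closer to 50% in HFD. The direction was thus mixed over the list, with RD farther from 50% in most called windows and at Impact. No test of this distance over the whole list was run. A library-wide shift of intermediate rates is argued against, since 7150 tiles with a mean rate of 40 to 80% outside the listed genes had a median difference of -0.421 points, while the called windows fell by at least 9.02. A sequence variant at single cytosines would change isolated sites, but 125 of 125 sites in the called windows had a lower mean in HFD. The windows were themselves selected for a lower mean in HFD, which favours this count. Neighbouring sites are also often read together, so the 125 sites are not independent. A sequence variant acting on a whole fragment was not tested. A difference between unrelated strains would change many single sites, and 11 of 157164 tested sites outside the listed genes and the called tiles differed by 40 points or more, while the labels name FVB/N mice throughout. Closely related substrains were not tested. A changed share of another cell type stays open, both for the Impact tile, which fell by 42.7 points, and for the called windows. Of 9004 intermediate tiles outside the list, 12 (0.133%) differed by 20 points or more, 11 of them lower in HFD, and 4 of the 462 splits, the real one included, gave as many, with a median of 1. At 13.7 points, the median fall of the called windows, 72 of these tiles differed at least as much. That was the most of all 462 splits, with a median of 18, so the diets differed outside the listed genes too.

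As a hypothesis, imprinted genes may have moved as a group. Sites with a mean rate of 20 to 80% within 1 kb of each listed gene were averaged by gene. Those shared by Airn and Igf2r, which overlap, counted for both genes, so the genes are not all separate. Of 16 genes, 11 were lower in HFD, with a median difference of -9.20 points. The exact permutation test gave p = 0.0114 (two-sided, 350 arrangements; 0.0457 after Benjamini-Hochberg adjustment over 4 lists). The median was at percentile 0 among 10000 random lists matched on mean rate, with a random median of -0.787. This is not independent evidence, since part of these sites lie in the windows and the Impact tile already seen to be lower. For Peg10, the gene and its window had the same means, 69.5% in RD and 56.9% in HFD. The genes did not all move, as Nnat, H19 and Grb10 differed by 0.0306, 0.195 and -1.08 points and Nap1l5 rose by 6.84. A batch of libraries or a litter effect cannot be told apart from maternal diet, because 0 of 12 samples had a library number within the range of the other diet and the number of mothers is not stated. An effect of maternal diet itself remains among the open explanations and was not tested apart from these.

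Sites with intermediate rates were lower in HFD by 0.938 points, with p-values of 0.00500 to 0.0286 and differences of -1.05 to -0.744 in the 12 exact permutation tests without 1 sample. Incomplete bisulfite conversion would also shift unmethylated sites, but 88718 sites with a mean rate under 2% differed by 0.106 points, higher in HFD (exact permutation test, p = 0.563). The listed imprinted genes alone do not account for it. The difference was -0.901 points at the 60377 sites outside the listed genes (p = 0.00286, exact permutation test). Marker gene lists were used to ask whether cell shares differed, but all 3 lists had sites in fewer than 80% of their genes, which makes this check void: 75.0% for endothelial, 73.9% for cardiomyocyte and 56.2% for fibroblast genes. Their values are given as descriptions. The median difference was -3.02 points over 18 endothelial genes (percentile 2.85 among matched random lists; exact permutation p = 0.0429, adjusted 0.0857), -1.08 over 17 cardiomyocyte genes (percentile 36.0; adjusted p = 0.244, exact permutation test) and -0.810 over 9 fibroblast genes (percentile 48.9; adjusted p = 0.469, exact permutation test). No gene was in more than 1 list, and expression was not measured in these samples. A larger share of endothelial cells, a smaller share of cardiomyocytes or a changed share of fibroblasts therefore cannot be told apart from the other open explanations.

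RD female 1 had 299 sites at least 30 points above all other samples, while the other 11 samples had a median of 5 and at most 76 (RD male 2). Shallow sequencing is argued against, since 7 libraries had more missing values. The 299 sites lay in 70 tiles, while 1000 random draws of as many sites fell in at least 293, and the 10 tiles that held most carried 123 of them. Neighbouring sites read together may therefore account for part of the number. No biological explanation was tested.

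Where both cytosines of a CpG were listed, they could be compared within a library. Over 1555 such autosomal pairs with a mean rate of 20 to 80%, the median absolute difference between the cytosines of a pair was 9.89 to 12.7 points per sample, while the median SD of a cytosine over the 12 samples was 9.49 points. No explanation was tested for this.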
